A study of Mus musculus with 4 samples.

How the data were processed

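TBX5 is a T-box transcription factor expressed in the forelimb bud. Its binding was profiled by ChIP-seq, in which DNA fragments bound by a protein are precipitated with an antibody and sequenced, in forelimbs of wild-type outbred ICR mouse embryos at embryonic day 10.5. The series has 4 libraries, 2 immunoprecipitated with a polyclonal antibody against TBX5 and 2 of input chromatin, which is sheared chromatin sequenced without immunoprecipitation. Such input can serve as the background for peak calling. Libraries were sequenced as single-end reads, per the labels' protocols. Samples were placed in the TBX5 ChIP or the input group by their titles, which also number the replicates 1 and 2 in each group.

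The data analysed were 1 deposited peak list without a header, whose 10 columns follow the narrowPeak layout. The list holds 1 set of peaks for the TBX5 ChIP group and no column for a single replicate or for input. The deposited score of each peak ranges from 540 to 1000, and 540 is the value that the usual scaling of the irreproducible discovery rate (IDR), the whole-number part of -125 × log2(IDR) limited to 1000, gives at an IDR of 0.05. The IDR compares the ranks of peaks in both replicates and estimates the expected rate of irreproducible peaks among those ranked at least as high. It is not a chance for a single peak, but a high score stands for a reproducible peak. An IDR of 0.05 is also the threshold the authors gave when naming the list. The deposited signal value is the strength the authors' peak caller gave each peak, and its scale and normalization are not stated in the labels. The deposited −log10 q-value is the peak caller's significance of each peak. The deposited column for p-values holds -1 throughout, the layout's code for a value not given. Deposited start, end and summit positions were converted to 1-based positions. The aligner, the peak caller, their settings, any filter and whether reads were pooled are not stated in the labels. These steps set which peaks are listed and how strong they appear, so signal values were used only to rank, describe or filter peaks within the list. Read depth per library is unknown from the list, and no counting interval can be attached to a signal value. No value was measured in replicate in the list, so the spread between replicates could not be computed, and the IDR score is the only measure of replicate error.

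The library names in the labels give the genome build as mm10, the GRCm38 assembly. Positions were therefore checked against the 21900 protein-coding genes of a RefSeq gene table of GRCm38.p6. Because 72 peak summits lay beyond the last protein-coding gene of their chromosome, the build of the list was treated as unresolved. No peak was assigned to a gene, and no coordinate of the gene table is given. Gene positions served only this check of the build and its extension in the closing section, and the number of genes per chromosome served as an alternative expectation for peak counts.

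The 2 planned comparisons that the list could carry were run in Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. Peak counts per chromosome were compared with the chromosome's share of the covered span by an exact two-sided binomial test with Benjamini-Hochberg adjustment over 20 chromosomes. The span from the first to the last summit of each chromosome replaced the planned count of sequenced bases, since no genome sequence was used here. This test treats peaks as independent, which clustered peaks are not, so it was repeated after peaks within 10000 bp had been joined. Clustering was measured as the percentage of peaks with another summit within 10000 bp, and compared with 1000 random placements of the peaks between the first and last summit of the same chromosome (one-sided permutation test, smallest possible p = 0.001). The placements do not avoid assembly gaps or sequence to which reads cannot be mapped. Differences in median score or signal between sets of peaks were tested by two-sided permutation of 100000 resamples (smallest possible p = 1e-05). These tests are across peaks, which are not replicates of the experiment.

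The statistics were tested on simulated data before use. Among 20 simulated lists of 11224 uniformly placed peaks, 0 passed the clustering test at 0.05, and all 20 lists of 11424 peaks that included 200 planted neighbours passed it, each with 200 placements. Chromosome X thinned to 50% of its expected peaks was called in 20 of 20 simulated lists of 11224 peaks with a mean ratio of 0.516. Of 400 tests of chromosomes that had been drawn in proportion, 2 passed the adjusted threshold. The simulated peaks were drawn independently, so this rate of false calls need not hold for clustered peaks.

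Before the data were examined, the 10 peaks with the highest signal value and the chromosomes past an adjusted p of 0.05 were chosen as the items to be named, and the alternatives were fixed. These were an IDR of 0.01 or below (a score of at least 830), the 50% of peaks with the higher signal, joined peaks, other distances and the share of protein-coding genes as the expectation. Of 10 planned comparisons, 8 were not run. Replicate concordance needs values per replicate. The T-box word, the ranking of 6-base words and the relation of the word to peak strength need the genome sequence. The share of peaks at promoters, its relation to peak strength and the fixed list of limb genes need gene positions on the build of the list. The comparison of homeobox genes needs gene descriptions. The plan did not foresee a build that differs from the labels.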

Results

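To locate TBX5 binding sites in the developing mouse forelimb, chromatin from forelimbs at embryonic day 10.5 was immunoprecipitated with an antibody against TBX5 in 2 replicates. Another 2 libraries were of input chromatin. The deposited list contained 11224 peaks on 20 chromosomes, the 19 autosomes and X. No peak was listed on Y. Read depth is unknown from the list, and values of single replicates and of the input libraries were not analysed here. Together the peaks covered 4304065 bp, counting overlapping bases each time they were listed. The most frequent width was 416 bp, which 9459 peaks (84.3%) shared, and the range was 104 to 751 bp. The common width was found in 99.3% of peaks in the lowest decile of signal and in 4.19% of those in the highest decile.

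Reproducibility between the replicates was recorded in the list as the IDR score. The median score was 941, which corresponds to an IDR of 0.00542. The highest possible score of 1000 was reached by 5091 peaks (45.4%), and 6733 peaks (59.99%) had an IDR of 0.01 or below. Of the 6 alternatives computed for the number of peaks, the stricter limit lowered it most. By the q-value of the peak caller, 4331 peaks (38.6%) shared the strongest value of 3.95 on the −log10 scale, while 681 peaks (6.07%) had a q-value above 0.05 and the weakest had a q-value of 0.812.

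Signal values ranged from 5.29 to 266.0, with a median of 27.2 and quartiles of 20.3 and 39.96. Across peaks, which are not independent replicates, signal value and IDR score rose together, with a Spearman's rho of 0.797 (95% bootstrap interval over peaks 0.789 to 0.805) and a Pearson's r of 0.655 on log2 signal. The score itself rests on the ranks of peaks in the replicates. If those ranks were by peak strength, which is not stated, a positive relation is partly built in. The relation was not monotonic at its lower end. Peaks in the lowest decile of signal (5.29 to 14.5) had a median score of 681, against 620 in the next decile (14.5 to 19.03), a difference of 61 that exceeded label permutation (two-sided permutation test, p = 1e-05, the smallest the resamples can give). This comparison was chosen after the values were seen. When peaks with a stronger summit within 500 bp were left out of these deciles, the medians were 617 and 609, a difference of 8 that did not exceed label permutation (two-sided permutation test, p = 0.275). With deciles redrawn among the remaining 10085 peaks, the difference was -24 (two-sided permutation test, p = 1e-05). Such a stronger neighbour was present for 68.1% of the lowest decile and for 0.623% of the highest. This contrast is partly set by definition, because the signal that forms the deciles also decides which neighbour is stronger. It is therefore not separate evidence for an effect of neighbours on the score.

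**Figure D1:**
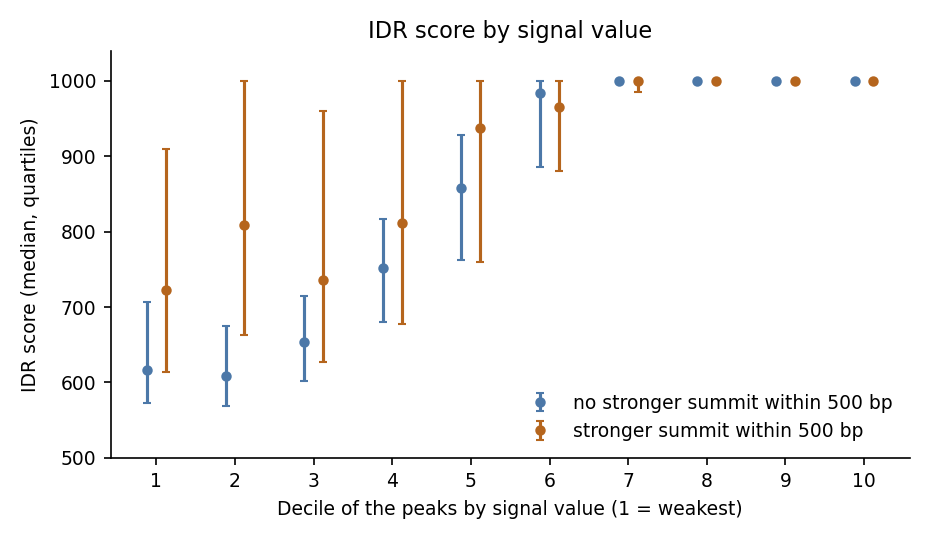
Median IDR score (vertical axis, no unit, with quartiles as bars) for each decile of the 11224 peaks by signal value (horizontal axis), drawn separately for peaks with and without a stronger summit within 500 bp. In the lowest decile the 765 peaks with a stronger neighbour had a median score of 723 and the 358 others a median of 617, and from decile 7 upwards both medians were 1000.

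The strongest peak of the list lay on chromosome 2 at 74218964 to 74219317, with its summit at 74219132 and a signal value of 266.0, 9.79 times the median of the list. It was followed by a peak on chromosome 6 at 4507130 to 4507585 with a signal value of 254.6 and by a peak on chromosome 5 at 90591980 to 90592369 with a signal value of 252.9. The fourth was on chromosome 8 (94237775 to 94238123, signal 239.3) and the fifth on chromosome 16 (96157152 to 96157526, signal 237.4). Chromosome 1 held the sixth, at 92015781 to 92016202 with a signal of 233.6, and the eighth, at 140989386 to 140989746 with a signal of 228.5. The seventh was at 50496368 to 50496736 on chromosome 15 with a signal of 230.3. The ninth, on chromosome 5 at 132331151 to 132331488, had a signal of 221.9, and the last of the 10, on chromosome 14 at 24343143 to 24343607, had a signal of 209.7. All 10 had the highest score of 1000. The order among them has no replicate check, since the list gives 1 signal value per peak.

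These positions are the deposited ones, counted from 1 and not moved to another build. The library names give mm10, the GRCm38 assembly, but 72 summits on 5 chromosomes lay beyond the last protein-coding gene that RefSeq annotates there on GRCm38.p6. On chromosome 7 this applied to 29 summits and reached 7.07 Mb, on chromosome 8 to 22 summits and 1.81 Mb, on chromosome 1 to 10 summits and 1.52 Mb, on chromosome 5 to 8 summits and 0.753 Mb, and on chromosome 12 to 3 summits and 0.575 Mb. The first and last summits of chromosome 7 lay 147.4 Mb apart, which is longer than that chromosome is in GRCm38. The list therefore cannot be wholly on GRCm38, and no gene, exon, intron or UTR was assigned to any peak.

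Peaks were not spread over the chromosomes in proportion to the span they covered. The 19 autosomes held 4.68 ± 0.627 peaks per Mb (mean ± SD over chromosomes, which are not replicates), ranging from 3.51 on chromosome 7 to 5.65 on chromosome 18. Chromosome X held 152 peaks, or 0.952 per Mb, which was 5.94 SD below the autosomal mean. Its ratio of observed to expected peaks was 0.216 (exact two-sided binomial test, Benjamini-Hochberg adjusted over 20 chromosomes, p = 1.42e-145). The ratio was highest, at 0.303, when the share of protein-coding genes replaced the span as the expectation. The median signal of the X peaks was 27.2, as was that of the 11072 autosomal peaks (two-sided permutation test, p = 0.993).

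Besides X, 10 autosomes passed an adjusted p of 0.05 in the exact binomial test, with ratios between 0.795 and 1.28. Chromosomes 2, 3, 8, 11, 13, 14, 18 and 19 had more peaks than their share of the span of all 20 chromosomes predicted, and chromosomes 7 and 17 had fewer. Because X held few peaks, this expectation raised every autosomal ratio. Among the 19 autosomes alone, a comparison chosen after the values were seen, 6 had more peaks than expected (2, 3, 13, 14, 18 and 19) and 5 had fewer (1, 4, 7, 15 and 17), while 8 and 11 no longer passed. The largest excess was on chromosome 18 (ratio 1.28, adjusted p = 4.14e-07 in the exact binomial test, and 1.22 among autosomes alone). Of its 483 peaks, 54 lay in 1 window of 1 Mb, though it still passed after peaks within 10000 bp had been joined. The largest deficit among autosomes was on chromosome 7 (ratio 0.795, adjusted p = 1.36e-07 in the exact binomial test, and 0.755 among autosomes alone). The binomial test counts clustered peaks as independent, so its p-values may be too small. With the share of protein-coding genes as the expectation, chromosomes 11 and 19 were called in the other direction, at ratios of 0.708 and 0.856. Chromosome 1, at 0.934 in the full list and 0.887 among autosomes alone, was called with more peaks than expected (ratio 1.27), and chromosome 9, at 1.06 in the full list, with fewer (ratio 0.889).

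**Figure D2:**
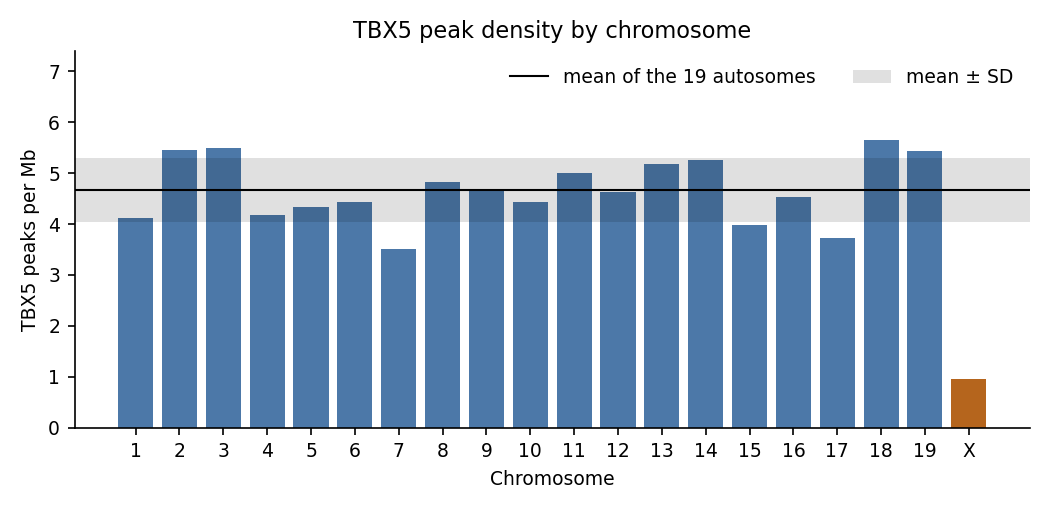
TBX5 peaks per Mb of the span between the first and last summit (vertical axis, bars from 0) on each chromosome (horizontal axis), with the mean of the 19 autosomes as a line and 1 SD as a band. The X bar stands at 0.952, while the autosomes lie between 3.51 and 5.65.

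Peaks were clustered along the chromosomes. Another summit lay within 10000 bp of 42.7% of the peaks, against 8.91% ± 0.373 (mean ± SD) over 1000 random placements on the same chromosomes, of which the highest gave 10.2% (one-sided permutation test, p = 0.001, the smallest possible). Within 2000 bp the share was 28.9%, against 1.85% in random placements. Within 50000 bp it was 66.8%, against 37.1% (p = 0.001 in both permutation tests). Joining peaks within 1000 bp lowered the share within 10000 bp most, to 22.7% of 9663 sites, against 7.69% in random placements of those sites (permutation test, p = 0.001).

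Part of the clustering came from summits very close to each other. A second summit lay within 500 bp of 2254 peaks (20.1%), and no pair of summits was closer than 199 bp. For 344 peaks the nearest summit was 191 to 200 bp away, for 702 it was 201 to 210 bp away, and for 23 it was 401 to 500 bp away. The listed intervals overlapped or touched in many of these cases, and joining such intervals reduced the 11224 peaks to 10126 sites. In 30 rows the same start and end were listed with different summits, as 15 pairs. Of the 681 peaks with a q-value above 0.05, 544 (79.9%) had a stronger summit within 500 bp.

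**Figure D3:**
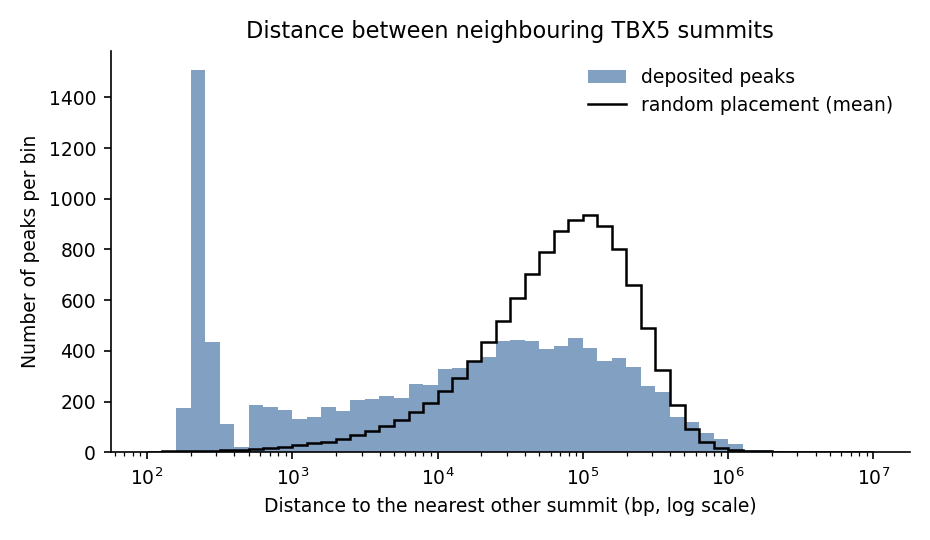
Number of peaks (vertical axis) by distance to the nearest other summit in bp (horizontal axis, log scale), with filled bars for the deposited peaks and a line for the mean of 100 random placements. The deposited peaks form a narrow group that starts at 199 bp and holds 1508 peaks between 200 and 251 bp, where random placement gave 5.41, and a broad group of larger distances, in which 453 peaks fell between 79433 and 100000 bp.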

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

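In total 33 alternative values were computed. Of these, 22 kept their direction and their side of the threshold or stayed within 1.5 times the main count. The chromosome calls were judged by their number alone, so the 22 include the share of protein-coding genes, under which some calls were reversed. They also include the restriction to assembled chromosomes, which removed no peak. Alternatives that involve peaks with a stronger summit within 500 bp, the q-value, the autosomes alone or the 1 Mb windows, and all those for the X ratio, signal against score and the lowest signal decile, were chosen after the data were seen. The others were fixed before the data were examined.

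The number of peaks was 6733 at an IDR of 0.01 or below, in place of 11224. It stayed between 9663 and 11224 under the other 5 alternatives, of which the restriction to assembled chromosomes removed no peak and shows no stability.

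The number of chromosomes past an adjusted p of 0.05 fell from 11 to 7 both at an IDR of 0.01 or below and among the 50% of peaks with the higher signal. The same 7 chromosomes (2, 3, 7, 13, 14, 18 and X) passed in both, in the same direction as in the full list, and 8, 11, 17 and 19 no longer passed. The cause was not tested. It was 10 after joining peaks within 10000 bp, where 8 no longer passed. Without peaks near a stronger summit it was 11, but 8 no longer passed and 15 newly did. Against the share of protein-coding genes it was 15, of which 8 were shared with the full list in the same direction, 11 and 19 were reversed, and 1, 6, 12 and 16 with more peaks and 9 with fewer newly passed, while 2 no longer did. For 1 and 9 this was opposite to the ratio in the full list. Among autosomes alone, 11 of 19 passed in place of 10, with 6 above and 5 below the expectation in place of 8 above and 2 below. The lost calls were chromosomes 8 and 11, and the new ones were 1, 4 and 15. Under the 5 alternatives that kept X, 6 chromosomes were called in the direction of the full list: 3, 13, 14 and 18 with more peaks, 7 and X with fewer. The ratio for X lay between 0.216 and 0.303 under these alternatives. Clustering stayed above random placement under all 7 alternatives tried (p = 0.001 in each one-sided permutation test), with observed shares from 22.7% to 66.8%.

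The score difference between the lowest decile of signal and the next changed when close neighbours were removed. It was 61 in the full list. With the deciles of the full list kept, it was 8 without peaks near a stronger summit and 10 after overlapping or touching peaks had been joined (two-sided permutation tests, p = 0.275 and p = 0.162), and 55 among peaks with a q-value of 0.05 or below (p = 1e-05, permutation test). With deciles redrawn among the peaks left, the same settings gave -24, -23 and 9 (two-sided permutation tests, p = 1e-05, 1e-05 and 0.101). For the first pair of settings the sign changed with the redrawing, though 8 and 10 were not distinguishable from 0. The rho between signal and score moved outside its bootstrap interval in all 3 alternatives, from 0.797 to 0.513 in the 50% with the higher signal, 0.617 at an IDR of 0.01 or below and 0.861 without peaks near a stronger summit. The upper 50% of signal and the stricter IDR narrow the range of scores, which have a ceiling at 1000.

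No paired analysis was possible because the list has no values for single replicates of either group. For the same reason no replicate was left out in turn. The alternatives chosen for the 8 comparisons that were not run, and the count of sequenced bases as the expectation per chromosome, were not computed. Without read depth, the list cannot show how many sites were missed for lack of reads.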

Other observations

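The tests of coordinates, of close summits, of scores, of gene content and of X copy number below were chosen after the values they rest on were seen. Joining peaks to test clustering was chosen before the data were examined, and placement inside 1 Mb windows was added after the data were seen, before its own result. The list holds 1 group, so no pattern was compared between groups and, X copy number and distant or paired binding aside, no biological explanation was tested.

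The deposited coordinates are a point to check first. Besides the 72 summits beyond the last protein-coding gene of GRCm38.p6, summits were not near gene ends more often than chance at the positions as listed. With all peaks moved in steps of 2 kb over 1000 kb to either side (1001 shifts), the number of pairs of a summit and a protein-coding gene end within 1 kb was 350 at zero shift, against a mean of 353.7 ± 23.5 (SD over shifts), a ratio of 0.99. Of the 1001 shifts, 570 gave as many pairs. This is consistent with coordinates from another build than GRCm38, for example the earlier mm9, which was not tested for lack of its annotation. Binding far from gene ends on the same build could also give a ratio near 1. The shift that stood out most, on chromosome 18, gave 65 pairs at -902 kb against 39 at the next best, but neighbouring families of genes can align by chance and this does not settle it. Chromosome 16 was the exception, with 34 pairs at zero shift, more than at any other of its 1001 shifts and against a mean of 10.7. Binding far from gene ends cannot account for chromosome 7, where the first and last summits lay 147.4 Mb apart, which is longer than that chromosome is in GRCm38. The list therefore cannot be wholly on GRCm38, and which build it is on was not tested. Any annotation of the list as mm10 would then name wrong neighbours for many peaks, and this may be worth checking before the list is reused.

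Close summits may be single sites listed more than once. Among 1151 neighbouring pairs within 500 bp, 55.1% lay within 20 bp of the smallest distance of 199 bp, where an even spread would give 6.64%. A minimum distance between summits in the peak caller is a candidate explanation, and the smallest distance is near 208 bp, 50% of the common peak width. The weaker summit of a pair had a median of 0.444 times the signal of the stronger, against 0.594 for random pairs of peaks. In 142 of the 1151 pairs the signal ratio was at least 0.8, but separate sites can also differ in strength, so the signal ratio does not tell 1 site from 2 for any of the pairs.

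A related hypothesis is that weak peaks passed the IDR threshold by overlapping a stronger peak nearby. In the lowest decile of signal, the median score was 106 higher for the 765 peaks with a stronger summit within 500 bp than for the 358 others (two-sided permutation test, p = 1e-05, the smallest possible). Signal was not matched between these sets, and neighbouring peaks are not independent. The median was also higher with a stronger neighbour in deciles 2 to 5, but lower in decile 6 (965 against 984). If the hypothesis holds, some low-signal peaks with high scores may owe the score to their neighbour. The number of separate reproducible sites may then be closer to the 10126 joined intervals than to 11224.

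Clustering was not fully explained by either technical account tested. If it came from 1 site being listed as several peaks, joining peaks within 1000 bp would bring it to the level of random placement, but 22.7% of the joined sites still had another within 10000 bp. If it came from uneven density over megabases, placing each peak at random inside its own 1 Mb window would give the observed 42.7%, but it gave 16.2% on average. With both corrections together the observed share was 22.7% and the random mean 13.3% (one-sided permutation test, p = 0.001). Sequence to which reads cannot be mapped was not tested, so clustering cannot be told apart from an effect of it.

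The densest 1 Mb windows, chosen after their values were seen, held far more peaks than any window in 1000 random placements, where the highest count was 19. The window from 55000001 to 56000000 on chromosome 18 held 54 peaks, the window from 52000001 to 53000000 on chromosome 6 held 43, and on chromosome 2 the adjoining windows from 74000001 to 75000000 and from 75000001 to 76000000 held 41 and 39. The window from 165000001 to 166000000 on chromosome 1 held 41. The strongest peak of the list lies in the first of these chromosome 2 windows. After peaks within 1000 bp had been joined, these 5 windows held 40, 34, 36, 31 and 32 sites, against a highest count of 20 in random placements (one-sided permutation test, p = 0.001 for each).

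The deficit on X was larger than gene content or X copy number predicted when each was taken alone. X has 4.47% of protein-coding genes but 1.35% of peaks, so low gene content left a ratio of 0.303. The density of peaks on X was 0.205 times that of the autosomes (95% exact binomial interval 0.173 to 0.240). Forelimbs of unstated sex may carry fewer X copies per cell than autosomes. If every cell had 1 X copy and signal halved with it, 0.501 of the autosomal peaks would stay above a lower limit at the 10th percentile of signal, and 0.325 above a limit at the 25th percentile. The observed density ratios above those limits were 0.213 (0.179 to 0.251) and 0.216 (0.179 to 0.258). An equal mix of male and female cells would have 75% of the signal if both X copies of female cells were bound alike. Such a mix would keep 0.673 above the 25th percentile. Combined with gene content, the 1-copy model came closer. Scaled per protein-coding gene, the observed ratio above the 25th percentile was 0.309 (0.256 to 0.370), and the modelled ratio was 1.05 times that value, within the interval. With the limit at the 10th percentile it was 1.64 times, and for the equal mix 2.17 times, the observed ratio per gene, both outside it. Only 1 of the 3 combined models thus matched the number of peaks, and its modelled median was below the observed one. That model, with the limit at the 25th percentile, predicts a median of 28.4 for X peaks above it, where 32.2 was observed. The separate model with the limit at the 10th percentile predicts 21.1, where 28.4 was observed. Taken over both limits, halved signal predicts a ratio that falls from 0.501 to 0.325, while the observed ratio was 0.213 and 0.216. The values at the 10th percentile do not test the model that matched. The median signals of all X and all autosomal peaks did not differ (two-sided permutation test, p = 0.993). These differences in modelled median and ratio were not tested formally. These models assume that every X copy is bound alike, that signal scales with copy number and that the limit is sharp. The list cannot show any of these. Differences in how well reads map to X, and any filter the authors applied to X, were not tested, so the deficit cannot be told apart from them.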
